# Role of Constitutive STAR in Leydig Cells

**DOI:** 10.3390/ijms22042021

**Published:** 2021-02-18

**Authors:** Melanie Galano, Yuchang Li, Lu Li, Chantal Sottas, Vassilios Papadopoulos

**Keywords:** STAR, cholesterol, lipid droplets, steroidogenesis, diacylglycerol

## Abstract

Leydig cells contain significant amounts of constitutively produced steroidogenic acute regulatory protein (STAR; STARD1). Hormone-induced STAR plays an essential role in inducing the transfer of cholesterol into the mitochondria for hormone-dependent steroidogenesis. STAR acts at the outer mitochondrial membrane, where it interacts with a protein complex, which includes the translocator protein (TSPO). Mutations in STAR cause lipoid congenital adrenal hyperplasia (lipoid CAH), a disorder characterized by severe defects in adrenal and gonadal steroid production; in Leydig cells, the defects are seen mainly after the onset of hormone-dependent androgen formation. The function of constitutive STAR in Leydig cells is unknown. We generated STAR knockout (KO) MA-10 mouse tumor Leydig cells and showed that STAR KO cells failed to form progesterone in response to dibutyryl-cAMP and to TSPO drug ligands, but not to 22(*R*)-hydroxycholesterol, which is a membrane-permeable intermediate of the CYP11A1 reaction. Electron microscopy of STAR KO cells revealed that the number and size of lipid droplets were similar to those in wild-type (WT) MA-10 cells. However, the density of lipid droplets in STAR KO cells was drastically different than that seen in WT cells. We isolated the lipid droplets and analyzed their content by liquid chromatography–mass spectrometry. There was a significant increase in cholesteryl ester and phosphatidylcholine content in STAR KO cell lipid droplets, but the most abundant increase was in the amount of diacylglycerol (DAG); DAG 38:1 was the predominantly affected species. Lastly, we identified genes involved in DAG signaling and lipid metabolism which were differentially expressed between WT MA-10 and STAR KO cells. These results suggest that constitutive STAR in Leydig cells is involved in DAG accumulation in lipid droplets, in addition to cholesterol transport. The former event may affect cell functions mediated by DAG signaling.

## 1. Introduction

Steroidogenesis begins with the transport of cholesterol from intracellular stores into the mitochondria. This is the hormone-sensitive and rate-limiting step. The steroidogenic acute regulatory protein (STAR; STARD1) plays a critical role in cholesterol transport to the mitochondria for steroidogenesis. In Leydig cells, STAR is constitutively expressed under basal conditions, independent of hormonal stimulation, which parallels the formation of low steroid levels [1]. Hormonal stimulation causes a rapid induction of STAR, which is coupled to an increase in cholesterol transfer to mitochondria and increased steroid formation [2]. It has been suggested that STAR along with other cytosolic and outer mitochondrial membrane proteins such as the translocator protein (TSPO; 18 kDa) form the transduceosome complex upon hormonal stimulation to move cholesterol to the inner mitochondrial membrane, where the CYP11A1 enzyme resides and converts cholesterol into pregnenolone [3].

STAR belongs to a family of structurally related proteins that contains the STAR-related lipid transfer (START) domain, of which STAR is the only member shown to be involved in cholesterol transfer for steroidogenesis [4]. STAR is synthesized as a 37 kDa active cytosolic protein, and upon hormonal stimulation, it moves to the outer mitochondrial membrane, where it functions in steroidogenesis and where its mitochondrial targeting sequence is cleaved, yielding an inactive 30 kDa protein [5]. Although the exact mechanism by which STAR induces steroidogenesis remains heavily debated, its critical role in cholesterol transport and steroid formation is widely accepted due to observations from STAR knockout (KO) mouse models, which accumulate lipids in adult adrenals and gonads and require adrenal steroid replacement for survival [6]. These findings support the phenotype seen in patients with lipoid congenital adrenal hyperplasia (lipoid CAH), a disease caused by mutations in the human *Star* gene and characterized by severe deficiency in steroid production and lipid accumulation in steroidogenic cells [7].

Despite current evidence revealing the importance of STAR’s function in cholesterol transfer and steroidogenesis, no studies have been conducted specifically examining the role of constitutive STAR. However, previous studies have suggested a dual functionality for STAR, with one role independent of cholesterol transport [8,9]. To study the potential roles of constitutive STAR, we developed STAR KO MA-10 mouse tumor Leydig cells. STAR KO cells do not produce steroids in response to hormonal stimulation but do respond to treatment with 22(*R*)-hydroxycholesterol. Moreover, TSPO drug ligands, which induce steroidogenesis independent of hormonal stimulation, do not induce progesterone production in STAR KO cells [10,11]. Our structural and functional studies revealed alterations in lipid droplet content in STAR KO cells. The increase in cholesterol esters (CE) found in STAR KO lipid droplets and the accumulation of diacylglycerol (DAG) and phosphatidylcholine (PC) suggest that basal STAR may function independent of cholesterol transport, including lipid droplet biogenesis. Collectively, our results show that basal STAR has a function distinct from hormone-induced STAR, which involves DAG metabolism or signaling in lipid droplets.

## 2. Results

### 2.1. Induction of Constitutive Star following Hormonal Stimulation

Steroidogenic activity of MA-10 cells, and their responsiveness to hormones vary over time. Therefore, it is essential to our work to assess steroidogenic capacity and the responsiveness of our cells to hormonal stimulation, and in this case, STAR expression levels. To do so, we compared STAR expression levels and steroidogenic activity in MA-10 cells to those of adult mouse and rat Leydig cells. Leydig cells were isolated from adult mouse and rat testes. Figure 1A shows *Star* mRNA expression in mouse and rat Leydig cells and in WT MA-10 cells under basal conditions and upon hormonal stimulation. In all models, *Star* mRNA is present under basal conditions, and stimulation with 50 ng/mL hCG causes an induction of *Star* mRNA. STAR protein levels were also analyzed from mouse and rat Leydig cells and in WT MA-10 cells. In correlation with the quantitative real-time PCR (qRT-PCR) data, the immunoblots in Figure 1B show the protein levels of basal STAR in all models, which are all increased after stimulation with hCG. Testosterone production by isolated adult mouse and rat Leydig cells and progesterone production by MA-10 cells under basal conditions and in response to 50 ng/mL hCG were also measured, showing an increase in steroid production following hormonal stimulation (Figure 1C). In addition to characterizing the responsiveness of our MA-10 cells, these data show that, in Leydig cells, hormonal stimulation parallels an increase in STAR expression and in steroid production, but that STAR expression and low levels of steroid production are also present under basal conditions. This suggests a possible role of constitutively expressed STAR independent of hormonal stimulation.

### 2.2. Gene Deletion of Star by CRISPR/Cas9

To develop stable STAR KO cell lines from MA-10 cells, guide RNAs (gRNAs) were designed to specifically target part of exon2 of *Star*, which corresponds to STAR’s N-terminal mitochondrial targeting sequence. Two gRNAs were generated using the following single-stranded (ss) oligonucleotides: (1) F: 5′-ATTAAGGCACCAAGCTGTGCGTTTT-3′ and R: 5′-GCACAGCTTGGTGCCTTAATCGGTG-3′ (2) F: 5′-CACCAAGCTGTGCTGGCCATGTTTT-3′ and R: 5′-ATGGCCAGCACAGCTTGGTGCGGTG-3′. The gRNAs were each introduced into plasmids containing the Cas9 endonuclease and orange fluorescent protein (OFP). These plasmids were then transfected into MA-10 cells. OFP-positive cells were fluorescence-activated cell (FAC) sorted into single cells per well and cultured until enough protein could be extracted from the cells to screen for STAR KO by immunoblot. Various protein samples from single colonies that were probed for the presence of STAR are shown in Figure 2A. This analysis showed that the STAR protein was absent in samples 5 and 8, which were subsequently named STARKO2 cells and STARKO1 cells, respectively.

Lack of gene expression of *Star* in STARKO1 and STARKO2 KO cell lines was further validated by qRT-PCR, the results of which are shown in Figure 2B. *Star* mRNA expression was significantly decreased in both STARKO1 and STARKO2 for all primers used (STAR 1–4), which were specific for different regions of the *Star* gene. Next-generation sequencing (NGS)-based amplicon sequencing and Basic Local Alignment Search Tool (BLAST) results revealed that CRISPR/Cas9 introduced a frameshift mutation in both STAR KO cell lines that disrupted the *Star* gene (Figure 2C,D). We found that STARKO1 had a deletion of two nucleotides in exon2, resulting in a frameshift mutation and complete disruption of the *Star* gene sequence following the deletions. This corresponded with a change in the amino acid sequence of STAR following these mutations (Figure 2C). Similarly, using the NGS results and BLAST to align STARKO2 with WT *Star*, we found that there were seven nucleotides deleted from the *Star* gene in STARKO2, again resulting in frameshift mutations and changes in the amino acid sequence of STAR (Figure 2D). These results suggest that STARKO1 and STARKO2 are true STAR KO cell lines, where the *Star* gene is mutated beginning at exon2.

### 2.3. STAR KO Inhibits Hormone-Induced Steroidogenesis

To determine whether STAR activity was disrupted, we used ELISA to measure progesterone levels produced by STARKO1 and STARKO2 cells in response to hormonal stimulation. Neither STARKO1 nor STARKO2 could be induced to produce progesterone in response to hCG stimulation (Figure 3A). This suggests that the function of STAR in cholesterol transport, which is critical in hormone-induced steroidogenesis, is disrupted as a result of our STAR KO. Similar trends were seen for both STAR KO cell lines following stimulation with dbcAMP (Figure 3B).

To ensure that the steroidogenic pathway downstream of STAR was not affected as a result of STAR KO, we treated the STAR KO cells with 22(*R*)-hydroxycholesterol, a membrane-permeable intermediate of the CYP11A1 (P450scc) reaction, which is downstream of STAR activity. Treatment with 22(*R*)-hydroxycholesterol in STARKO1 and STARKO2 produced progesterone at levels similar to WT MA-10 cells (Figure 3C). These results suggest that the steroidogenic pathway downstream of STAR activity was still intact in both STAR KO cell lines. Because STARKO1 and STARKO2 act identically in response to these various treatments, we chose to carry out subsequent experiments using only STARKO1.

### 2.4. STAR KO Inhibits TSPO Ligand-Mediated Steroidogenesis

We next sought to determine whether STAR KO affects TSPO-mediated steroidogenesis. TSPO drug ligands such as XBD173 and FGIN-1-27 have been shown to induce steroidogenesis in the absence of hormonal stimulation, but in the presence of basal levels of STAR [10,11]. Since STAR KO cells lack constitutive STAR, we sought to determine whether TSPO ligand-induced steroidogenesis acts independently of STAR. MA-10 and STAR KO cells were treated with 50 μM XBD173 or 50 μM FGIN-1-27 for 2 h and progesterone production was measured by ELISA. Results showed that XBD173 stimulates progesterone production in MA-10 cells, but that progesterone production is not induced to levels similar to WT MA-10 cells when STAR is absent (Figure 4A). Although progesterone production was not induced in STARKO1 cells to the extent of WT MA-10 cells, XBD173 caused a small but significant increase in progesterone produced by STARKO1 cells compared to control STARKO1 cells (Figure 4A). Treatment with FGIN-1-27 also showed that progesterone production is not induced to levels similar to WT MA-10 cells when STAR is absent (Figure 4B). However, there was no difference in progesterone produced between control and FGIN-1-27-treated STARKO1 cells. These results suggest that constitutive STAR, or STAR that is present independent of hormonal stimulation in MA-10 cells but absent in STAR KO cells, plays a role in TSPO-mediated steroidogenesis.

### 2.5. STAR KO Results in Alterations in Lipid Droplet Content

A distinctive characteristic of Leydig cells is the abundance of large lipid droplets. Bodipy 493/503 staining showed no difference in lipid droplet number per cell between WT MA-10 and STARKO1 cells (Figure 5A). Electron microscopy of STAR KO cells also revealed that the number and size of lipid droplets were similar to those in WT MA-10 cells (Figure 5B). The lack of lipid droplet accumulation in STARKO1 cells is in contradiction to the proposed role of STAR in lipoid CAH. Our data suggest that basal STAR expression may have a function different than hormone-induced STAR since unstimulated STAR KO cells do not accumulate lipid droplets. While there was no difference in lipid droplet number, the density of the lipid droplets in STAR KO cells was drastically different than that seen in WT cells (Figure 5B). Lower magnification electron micrographs are shown in Figure S1 to provide a better overview of changes in density between the lipid droplets of WT MA-10 and STAR KO cells.

Liquid chromatography–mass spectrometry (LC-MS) data showed differences in the lipid profiles of MA-10 and STARKO1 cell lipid droplets (Figure 5C). There was a significant increase in CE and PC in STAR KO cell lipid droplets, but the most abundant increase was in the amount of DAG (Figure 5D). There were no significant differences in DAG and CE content between WT and STAR KO cells upon hCG stimulation, but there was a significant change in PC content (Figure 5D). The profile of individual DAG species revealed that DAG 38:1 is the species that is primarily increased in STARKO1 lipid droplets compared to WT (Figure 5E,F). These results suggest that DAG accumulation in lipid droplets and signaling may play a role in the pathology of lipoid CAH, including loss of the ability to form steroids as seen with *STAR* mutations in humans. The differences in lipid droplet content between WT and STAR KO MA-10 cells in the absence and presence of hormonal stimulation also suggest that STAR may have a function in lipid metabolism that is independent of its role in cholesterol transport.

### 2.6. DAG Signaling May Play a Role in Progesterone Production

To explore the effects of DAG accumulation when STAR is knocked out, we treated MA-10 and STARKO1 cells with the DAG analog, 1-oleoyl-2-acetyl-*sn*-glycerol (OAG) for two hours in the absence and presence of hormonal stimulation. Treatment with OAG led to a dose-dependent increase in basal progesterone production but inhibition of hormone-induced progesterone production in MA-10 cells (Figure 6A). However, OAG had no effect on either the basal or hormone-stimulated progesterone formation by STARKO1 cells (Figure 6A). This further suggests that the increase in DAG accumulation seen in the lipid droplets of STAR KO cells may play a role in the inability of STAR KO cells to produce steroids. To further investigate the effects of DAG alterations, we inhibited phospholipase C (PLC) and protein kinase C (PKC), which are upstream and downstream of DAG, respectively, in the DAG signaling pathway. Surprisingly, treatment with the PLC inhibitor U73122 in the absence and presence of 50 ng/mL hCG for two hours significantly increased progesterone production at 10 and 100 μM in STARKO1 cells (Figure 6B). In WT MA-10 cells, treatment with these concentrations of U73122 in combination with 50 ng/mL hCG significantly decreased progesterone production (Figure 6B). However, treatment with the PKC inhibitor calphostin C (1 μM) alone or in combination with 50 ng/mL hCG and/or 50 μM OAG for two hours, did not alter progesterone production in STARKO1 cells (Figure 6C), suggesting that DAG itself, rather than its effect on PKC, may inhibit steroid production in STARKO1 cells. Collectively, these data suggest that DAG may play a role in the inhibition of steroidogenesis when STAR is knocked out, which may be attributed to the activation of PLC but is independent of DAG activation of PKC.

To gain further insight into the function of STAR in lipid metabolism or DAG signaling, we carried out RNA sequencing to identify differentially expressed genes between MA-10 and STARKO1 cells related to lipids and/or DAG (data not shown). 

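The RNA sequencing compared 3 libraries of MA-10 cells, a mouse tumor Leydig cell line, with 3 libraries of STARKO1 cells, a clone of MA-10 cells grown from a single cell after CRISPR/Cas9 targeting of Star. The libraries were made from total RNA with a stranded kit, so noncoding transcripts were sequenced along with mRNA. The authors deposited estimated read counts per gene and library for 14774 genes, not scaled for library size. The paper's text names no aligner, counting program or test for these counts. Every gene in the table had at least 10 counts in total over the 6 libraries, and 54.2% of the genes (8007) had a value that was not whole in at least 1 library. The gene coordinates are those of mouse build GRCm38, since 14677 genes were found in the GENCODE annotation of that build by symbol and chromosome and 14634 of them had the same start. The estimated counts were rounded to whole numbers, normalized with edgeR's TMM method and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a replicate block. The choice of scaling could change the numbers, because the composition of the libraries differed.
The total count was 15129571, 17641677 and 14114360 in MA-10 replicates 1, 2 and 3, and 19530069, 14438958 and 15191052 in STARKO1 replicates 1, 2 and 3. At these depths, 3 counts, taken as the smallest level that could be shown, corresponded to at most 0.264 CPM in MA-10 cells and 0.177 CPM in STARKO1 cells, where CPM is the count relative to the TMM-scaled library size. The 7SL RNA, a noncoding RNA of the signal recognition particle (Rn7s1 and Rn7s2 together), took 1.81%, 14.4% and 6.63% of the counts in MA-10 replicates 1, 2 and 3, and between 1.82% and 2.37% in the STARKO1 replicates. The noncoding transcript Gm26917 took 8.71%, 0.571% and 1.63% in the MA-10 replicates and between 4.97% and 6.03% in the STARKO1 replicates. Ribosomal protein genes took 4.04%, 8.07% and 7.17% in MA-10 cells and between 3.76% and 3.93% in STARKO1 cells. The 95% Wilson intervals of these shares reached at most 0.0164 percentage points to either side and cover counting error only. These transcripts were singled out after their values were seen.
The MA-10 libraries differed from each other more than the STARKO1 libraries did. Across the 8538 genes with a mean log2 CPM above 3, which are not independent replicates, Pearson's r of log2 CPM was 0.802 between MA-10 replicates 1 and 2, 0.874 between replicates 1 and 3 and 0.974 between replicates 2 and 3. It was between 0.949 and 0.955 for MA-10 replicate 1 with each STARKO1 replicate, and between 0.995 and 0.996 among the STARKO1 replicates. Every pair of libraries of the same cell line differed by more than the sampling noise, with a chi-square per degree of freedom between 92.8 and 551 in MA-10 cells and between 4.79 and 9.14 in STARKO1 cells, where sampling alone gives 1.
The targeted gene was examined first. Star had 1064, 1261 and 697 counts in the MA-10 replicates and 48, 46 and 36 counts in the STARKO1 replicates. Its level was 77.1 ± 27.8 CPM (SD, n = 3) in MA-10 cells and 2.26 ± 0.386 CPM (SD, n = 3) in STARKO1 cells. The log2 fold change was -5.09 (standard error 0.331, adjusted p = 0.00121 from edgeR's quasi-likelihood test), and Star passed the threshold in 6 of the 6 fits that each left out 1 library.

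**Figure D1:**
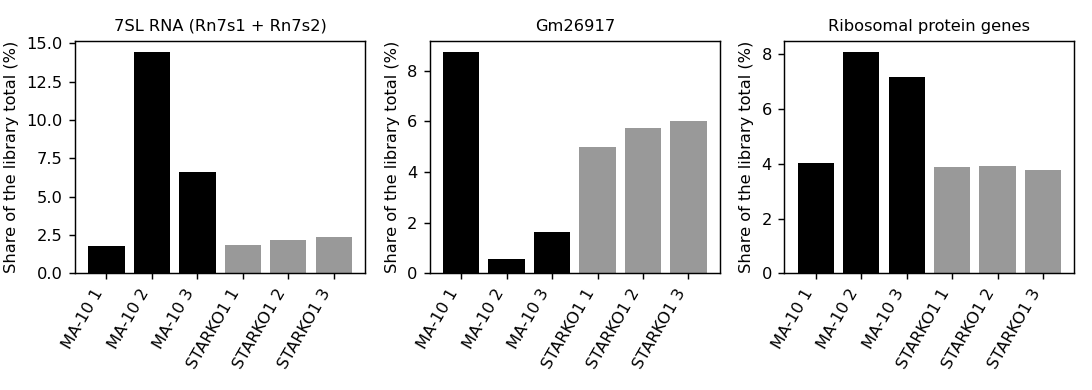
Share of each library's total count (%) taken by the 7SL RNA, by Gm26917 and by ribosomal protein genes, 1 bar per library, with MA-10 replicates in black and STARKO1 replicates in grey. The 7SL RNA share was 14.4% in MA-10 replicate 2 and 1.81% in MA-10 replicate 1, and the 3 STARKO1 bars in each panel lie close together.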

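Of 11939 genes tested between MA-10 and STARKO1 cells, 1079 were differentially expressed at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 513 of them higher and 566 lower in STARKO1 cells. At an unadjusted p under 0.05, 4493 genes differed, 1786 higher and 2707 lower. For 5068 of the tested genes (42.4%), the 3 libraries of one cell line were all above the 3 of the other. All 1079 differentially expressed genes were among them. If all libraries varied alike and independently, 10% would be expected by chance. However, the MA-10 libraries differed from each other far more than the STARKO1 libraries did. Such unequal spread can raise the share without a difference in means, so 42.4% cannot show how many genes differ. With the replicate number as a block, 234 genes were differentially expressed, 106 higher and 128 lower, and 233 of them were among the 1079. Same-numbered libraries did not deviate together from the means of their cell lines, since the correlation of their deviations across genes was 0.0133 on average, against -0.00579 for the other pairs across the cell lines. Leaving out 1 library moved the count most, to 7995 genes without MA-10 replicate 1 and to 89 genes without STARKO1 replicate 1. With scaling by library size alone, 330 genes were differentially expressed and 63.6% of them were higher in STARKO1 cells, against 47.5% with TMM, while the median log2 fold change over genes moved by 0.43.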

Among the differentially expressed genes identified by Ingenuity Pathway Analysis, some genes were part of lipid and DAG interaction networks. These genes include *Plin1, Bscl2, Pip5k1b, Stard12, and Plpp3*. These genes were confirmed to be significantly differentially expressed by qRT-PCR except *Bscl2*, which was decreased in STARKO1 cells, but not significantly (Figure 6D). 

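Plin1, Bscl2, Pip5k1b and Plpp3 are listed under these symbols in the deposited counts, and Stard12 is listed as Dlc1. Plin1 (chromosome 7 of GRCm38, 79720218 to 79732903, minus strand) had 14.3 ± 5.52 CPM (SD, n = 3) in MA-10 cells and 32.6 ± 3.70 CPM (SD, n = 3) in STARKO1 cells. Its log2 fold change was 1.18 (standard error 0.282, adjusted p = 0.0489 from edgeR's quasi-likelihood test), and it passed the threshold in 1 of the 6 fits that each left out 1 library and in 5 of 12 other alternatives. Bscl2 (chromosome 19, 8837467 to 8848683, plus strand) fell from 9.91 ± 1.04 CPM (SD, n = 3) to 4.00 ± 0.251 CPM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.182, adjusted p = 0.0115), and passed the threshold in 3 of the 6 leave-one-out fits and in 10 of 12 other alternatives. Pip5k1b (chromosome 19, 24294794 to 24555872, minus strand) was at or under 3 counts in every MA-10 library and at least 7.73-fold higher in STARKO1 cells (adjusted p = 0.0147), with the threshold passed in 3 of the 6 leave-one-out fits and in 10 of 11 other alternatives. Dlc1 (chromosome 8, 36567751 to 36953143, minus strand) had 3.51 ± 0.733 CPM (SD, n = 3) in MA-10 cells and 10.6 ± 2.02 CPM (SD, n = 3) in STARKO1 cells. The log2 fold change of Dlc1 was 1.58 (standard error 0.248, adjusted p = 0.0167), and it passed the threshold in 2 of the 6 leave-one-out fits and in 12 of 12 other alternatives. Plpp3 (chromosome 4, 105157347 to 105232764, plus strand) rose from 14.9 ± 4.26 CPM (SD, n = 3) to 49.5 ± 2.03 CPM (SD, n = 3), a log2 fold change of 1.72 (standard error 0.225, adjusted p = 0.00913). It passed the threshold in 2 of the 6 leave-one-out fits and in 11 of 12 other alternatives. With the replicate number as a block, the adjusted p was 0.0962 for Plin1, 0.0608 for Bscl2, 0.0526 for Pip5k1b, 0.0358 for Dlc1 and 0.0329 for Plpp3, and none of the 5 genes changed direction in any fit.

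**Figure D2:**
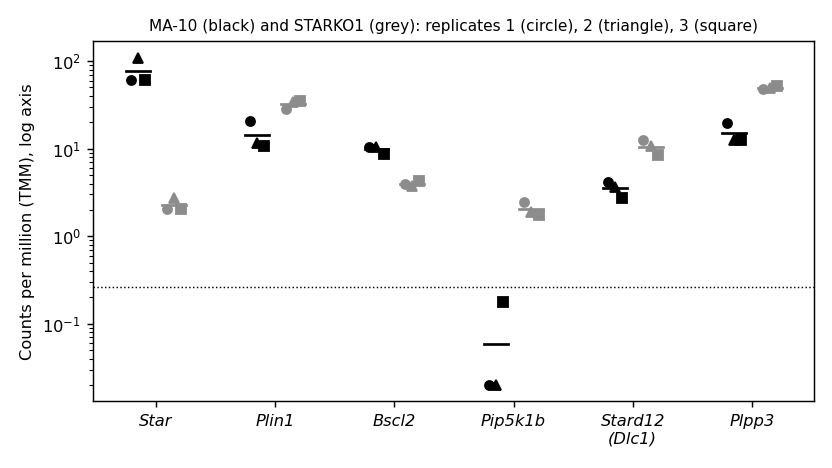
CPM (TMM-normalized, log axis) of Star and the 5 lipid-related genes in each library, with MA-10 replicates in black, STARKO1 replicates in grey and horizontal bars at the means of 3 replicates. Replicates 1, 2 and 3 are a circle, a triangle and a square, libraries without a count are drawn at the foot of the plot, and the dotted line is the level of 3 counts in MA-10 cells, 0.264 CPM, under which all MA-10 values of Pip5k1b lie.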

Perilipin 1 (PLIN1) and Berardinelli-Seip congenital lipodystrophy 2/Seipin (BSCL2) are lipid droplet-associated proteins [12,13]. STARD12 (DLC-1) is a member of the START protein family; phosphoinositide 5-kinase 1 β (PIP5K1β) is important in phospholipase D (PLD) activation; and phospholipid phosphatase 3 (PLPP3/LPP3) plays a role in DAG formation [14,15,16]. These alterations in gene expression among genes involved in lipid metabolism and DAG signaling further demonstrate that STAR in MA-10 cells seems to have a function independent of cholesterol transport for steroidogenesis.

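A list of 88 genes of lipid droplets, DAG metabolism and DAG signaling was fixed before the counts were read. It includes Plin1, Bscl2, Pip5k1b and Plpp3, which the paper had already named from the same RNA sequencing. Of the 88 genes, 67 were in the deposited table and 59 were tested. Among the tested genes, 9 were differentially expressed, both with adjustment over all genes and over the list alone. The 7 higher genes were Plin1, Plin5, Plpp3, Pip5k1b, Pip5k1c, Plcb2 and Pcyt1b, and the 2 lower genes were Bscl2 and Plpp5. Differentially expressed genes made up 15.3% of the list and 9.01% of the other tested genes, a difference that was not significant (Fisher's exact test, two-sided, p = 0.107, and 0.321 after Benjamini-Hochberg adjustment over 6 gene lists). The genes that the paper had named are counted in the 15.3%, so the higher share is no independent evidence for the list. Plcb2, a phospholipase C, had a log2 fold change of 2.51 (standard error 0.287, adjusted p = 0.00642 from edgeR's quasi-likelihood test). It was weakly expressed, with 12, 5 and 7 counts in MA-10 replicates 1, 2 and 3, and passed the threshold in 3 of the 6 leave-one-out fits. The other tested phospholipase C genes of the list were not differentially expressed. Their log2 fold changes were -0.04 (Plcb1), 0.39 (Plcb3), -0.55 (Plcb4), -0.27 (Plcg1), 0.96 (Plcd1) and -0.21 (Plcd3). Plcb1 and Plcg1 had means of 105 and 137 CPM in MA-10 cells, against 0.579 CPM for Plcb2. At an unadjusted p under 0.05, 22 of the 59 genes differed. With the replicate number as a block, 2 genes of the list were differentially expressed. The paper takes the altered expression of such genes as further evidence that STAR in MA-10 cells seems to act apart from cholesterol transport. It does so beside its measurements of lipid droplet content and its treatments with OAG, U73122 and calphostin C. It also measured its named genes by qRT-PCR, where all but Bscl2 differed significantly.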

## 3. Discussion

In Leydig cells, basal levels of STAR correlate with low levels of steroidogenesis [1]. Hormonal stimulation causes a rapid increase in *Star* mRNA expression and STAR protein levels, which parallels an induction of steroidogenesis [2]. Multiple lines of evidence have shown that STAR plays a critical function in cholesterol transport into the mitochondria for hormone-induced steroidogenesis [17,18,19,20]. Indeed, STAR overexpression in MA-10 cells induces progesterone production to similar levels as those seen in response to cAMP stimulation [17]. Furthermore, transient transfection of *Star* cDNA, in addition to that of the CYP11A1 system, into non-steroidogenic cells increased pregnenolone synthesis greater than 4-fold [18]. The importance of STAR in cholesterol transport is most evident through the presence of *STAR* mutations in humans which causes lipoid CAH [19]. Despite evidence supporting the role of STAR in cholesterol transport and hormone-induced steroidogenesis, the exact function of constitutively expressed STAR remains unknown. Previous work in our laboratory identified small-molecule inhibitors of the cholesterol-binding domain of STAR, where even the most active compound only inhibited steroidogenesis by about 60% [8]. Additionally, a study that blocked phosphorylation of an important phosphorylation site on the cholesterol-binding domain of STAR only resulted in 50% inhibition of its activity [9]. These findings suggest a cholesterol-independent function of STAR, since blocking its cholesterol-binding domain does not completely abolish steroidogenic activity.

The current study provides evidence that constitutive STAR may have a function which is distinct from that of hormone-induced STAR. It is important to note that the data presented here suggest that constitutive STAR may have a role distinct from hormone-induced STAR in MA-10 mouse tumor Leydig cells and, at present, it is unknown whether this role may be consistent among normal Leydig cells and those from other species. Further investigation should be performed to elucidate the role of constitutive STAR in steroidogenic cells of other species, such as in Leydig cells of rats, since the importance of lipid droplets as a source of cholesterol for steroidogenesis varies between species. To study the potential function(s) of constitutive STAR, we used CRISPR/Cas9 to develop a STAR KO MA-10 cell line (STARKO1), which does not respond to hormonal stimulation or treatment with TSPO drug ligands. TSPO drug ligands have previously been shown to induce steroidogenesis independent of hormonal stimulation, but in the presence of constitutive STAR [10,11]. Since TSPO drug ligands are unable to induce steroid formation in STAR KO cells, this suggests that basal STAR functions in TSPO-mediated steroidogenesis. The limited increase in progesterone produced by STARKO1 cells treated with XBD173 may be due to STAR-independent mechanisms of steroidogenesis. 

It is currently thought that mutant *STAR* in humans inhibits acute steroidogenesis and that continued hormonal stimulation leads to the accumulation of cholesterol as CE in the lipid droplets of steroidogenic cells, causing cell damage and an inhibition of basal steroidogenesis [20]. Our data suggest that STAR KO cells do not accumulate lipids, but that the contents of their lipid droplets are different than WT cells. This contradicts the proposed role of STAR in lipoid CAH, suggesting that basal STAR may have a function different than hormone-induced STAR, since the absence of constitutive STAR in STAR KO MA-10 cells does not alter lipid droplet number. Additionally, while STAR KO MA-10 cells do not accumulate lipid droplets, previous work utilizing a single-cell CRISPR/Cas9 approach to delete STAR in Y-1 adrenal cells showed that transfected (CRISPR-positive) cells accumulate lipid droplets 24 and 48 h after transfection [21]. The discrepancy between our data and this previous study may be due to tissue-specific differences, evident through work showing that lipid droplet accumulation in the adrenals of STAR KO mice is significantly more severe compared to lipid droplet accumulation seen in STAR KO mouse testes [6]. It is also possible that the generation of a stable STAR KO cell line as described here may give more insight to the long-term effects of STAR KO compared to a transient transfection.

We investigated the contents of the lipid droplets and found that the lipid profiles of the lipid droplets between WT MA-10 and STARKO1 cells were different. The most abundant change was an increase in the amount of DAG in STARKO1 cell lipid droplets, which suggests that STAR may play a role in lipid metabolism and/or DAG signaling. The levels of CE and PC in STARKO1 cell lipid droplets were also significantly higher than those seen in WT MA-10 lipid droplets. Accumulation of CE in STARKO1 lipid droplets was expected as the absence of STAR would increase free cholesterol to be converted into CE and stored in lipid droplets. The increase in PC may explain the increase in DAG levels, as PC can be converted to DAG through a PLC-dependent mechanism in addition to a PLD-dependent mechanism [22].

To explore possible implications of DAG accumulation in STARKO1 lipid droplets, we treated MA-10 and STARKO1 cells with various molecules involved in DAG signaling. The dose-dependent inhibition of hormone-induced steroid production in MA-10 cells by OAG demonstrates that DAG accumulation may play a role in the lack of steroid production when STAR is knocked out. Previous work has demonstrated that STAR overexpression in high-fat diet-induced non-alcoholic fatty liver disease (NAFLD) in mice decreased intracellular DAG levels, indicating a protective role for STAR in NAFLD through a reduction in DAG levels [23]. Since this shows that STAR overexpression may lead to a reduction in DAG levels, it is consistent with our data which demonstrate that STAR KO leads to an accumulation of DAG. Next, we found that inhibition of PLC, which is an upstream activator of DAG, by U73122 inhibited progesterone production in MA-10 cells, but significantly increased progesterone production in STARKO1 cells. This is consistent with previous findings that showed that inhibition of PLC by U73122 in R2C rat tumor Leydig cells, which constitutively produce steroids and have high basal levels of STAR, was inhibitory to steroid production and decreased STAR protein levels [24]. The effects of DAG and the PLC inhibitor on MA-10 cells are in agreement with previous studies on the role of PKC and PLC in steroidogenic cells [25,26,27]. The increase in steroid production in STARKO1 cells in response to PLC inhibition suggests that increased activation of DAG by PLC may contribute to the lack of steroid production in the absence of STAR. This also suggests a mechanism for steroidogenesis that is STAR independent but PLC dependent. We also found that inhibition of PKC, which is activated by DAG, did not affect steroid production, suggesting that the role of STAR in DAG signaling is independent of PKC activation. This may be explained by previous data that suggested only 1,2-diacyl-*sn*-glycerols (1,2-DAG) can activate PKCs, whereas other DAG stereoisomers (1,3-diacyl-*sn*-glycerols and 2,3 diacyl-*sn*-glycerols) cannot [28,29]. Further, it has been shown that hormone-sensitive lipase (HSL) preferentially hydrolyzes *sn*-1(3) ester bonds, which then would not form 1,2-DAG and therefore not activate PKC [30]. These data further implicate STAR in DAG signaling and/or metabolism, independent of its function in cholesterol transport for hormone-induced steroidogenesis.

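Among the genes differentially expressed between MA-10 and STARKO1 cells, 796 changed at least 2-fold, 381 higher and 415 lower in STARKO1 cells. With the replicate number as a block, 234 genes passed both criteria. Of the genes with a mean of at least 1 CPM and no overlap between the cell lines, the 5 with the highest log2 fold change estimated by the model were Dnah10, Igfbp5, Klk1b27, Klk1b24 and Cspg4. Igfbp5 (chromosome 1, 72857932 to 72874884) had a log2 fold change of 7.92 (standard error 0.653, adjusted p = 0.00228 from edgeR's quasi-likelihood test). Dnah10, Klk1b27 and Cspg4 were at or under 3 counts in every MA-10 library, and were at least 9.49-fold, 55.5-fold and 11.9-fold higher in STARKO1 cells. Klk1b27 and Klk1b24 belong to a family of similar kallikrein genes on chromosome 7. The values of Klk1b27 were whole in every library, which goes against reads divided between genes. Reads given whole to the wrong member of the family would not be seen in this way, so the levels of both genes are uncertain. Cspg4 had values that were not whole, so its counts and its bound are uncertain as well. The 5 genes with the lowest log2 fold change estimated by the model were Dcaf4, Sdr39u1, Mov10l1, Tdrkh and Macrod2. They were at or under 3 counts in every STARKO1 library, where they were at least 61.5-fold, 26.1-fold, 24.9-fold, 21.7-fold and 54.5-fold lower. Because estimates against counts near 0 are not firm, some of these bounds are smaller than the measured fall of Star, 34.0-fold. Dcaf4 lies on chromosome 12, whose genes as a whole had a median log2 fold change of -0.33. Dnah10 passed the threshold in 3 of the 6 leave-one-out fits, Tdrkh and Macrod2 in 2 and Sdr39u1 in 5, and the other genes named here in all 6.

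**Figure D3:**
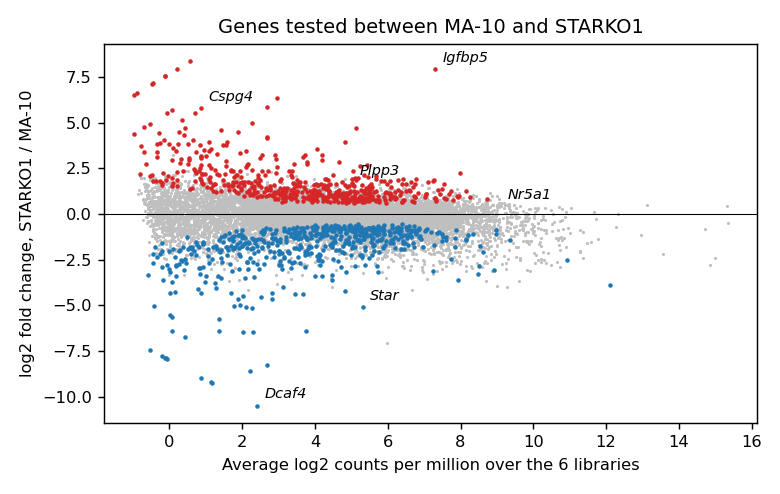
Log2 fold change (STARKO1 over MA-10) against the average log2 CPM over the 6 libraries, 1 point per tested gene. Genes with an adjusted p under 0.05 are red where higher and blue where lower in STARKO1 cells, other genes are grey, and fold changes of genes at or under 3 counts in one cell line are model estimates without a firm upper limit.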

Lastly, we performed RNA sequencing to identify differentially expressed genes between MA-10 and STARKO1 cells. Interestingly, our RNA sequencing analysis did not show that steroidogenic factor 1 (*Sf-1*) was differentially expressed, although a previous report showed that knockout of SF-1 in Leydig cells led to lipid accumulation in part through the suppression of STAR levels [31]. However, we did identify other differentially expressed genes that are associated with lipid metabolism. 

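Sf-1 is listed as Nr5a1 in the deposited counts (chromosome 2 of GRCm38, 38692656 to 38714542, minus strand). It was abundant in both cell lines, with 471 ± 90.8 CPM in MA-10 cells and 632 ± 22.8 CPM in STARKO1 cells (SD, n = 3 each). The log2 fold change was 0.42 (standard error 0.215, adjusted p = 0.189 from edgeR's quasi-likelihood test, and 0.327 with the replicate number as a block). The 3 STARKO1 libraries (607, 638 and 652 CPM) were above the 3 MA-10 libraries (570, 452 and 392 CPM), with MA-10 replicate 1 nearest to them. Nr5a1 was differentially expressed in 0 of 12 alternatives with all 6 libraries and in 1 of the 6 leave-one-out fits, the fit without MA-10 replicate 1 (adjusted p = 0.00142).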

PLIN1 is localized to the surface of lipid droplets and has been shown to play an essential role in regulating the accumulation and hydrolysis of triacylglyceride (TAG) and DAG in lipid droplets [13]. Upon phosphorylation by protein kinase A (PKA), PLIN1 recruits lipolytic proteins, such as HSL, which has hydrolytic activity against DAG and TAG, to the lipid droplet surface [32]. However, previous studies have demonstrated that a reduction in PLIN1 levels increased basal lipolysis but decreased PKA-stimulated lipolysis, showing that PLIN1 may function in both repressing basal lipolysis and in enhancing PKA-stimulated lipolysis [32]. Here, we see that under basal conditions, *Plin1* mRNA expression is increased when STAR is knocked out, which may contribute to decreased DAG metabolism. 

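The level of Plin1 was 20.7, 11.5 and 10.7 CPM in MA-10 replicates 1, 2 and 3, from 361, 133 and 122 counts, and 28.3, 34.2 and 35.1 CPM in STARKO1 replicates 1, 2 and 3, from 659, 581 and 626 counts. MA-10 replicate 1, set alone against the STARKO1 libraries, gave a log2 difference of 0.64, a setting chosen after the values were seen. Of the 5 perilipin genes tested, Plin5 was also differentially expressed, with a log2 fold change of 1.12 (standard error 0.248, adjusted p = 0.0417 from edgeR's quasi-likelihood test). With the replicate number as a block, the adjusted p of Plin5 was 0.0858, and Plin5 passed the threshold in 1 of the 6 leave-one-out fits. Plin2, Plin3 and Plin4 were not differentially expressed, with adjusted p values of 0.134, 0.260 and 0.239. Plin2 went from a log2 fold change of -0.39 to 0.00 with scaling by library size alone, which moved all genes upward. Lipe, which encodes the hormone-sensitive lipase that PLIN1 recruits, had a log2 fold change of 0.53 (standard error 0.218, adjusted p = 0.127), a difference that was not significant.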

We also identified other genes associated with DAG formation (PLPP3 and PIP5K1β) that were found to be increased in STARKO1 cells compared to WT MA-10 cells. 

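Plpp3 had 19.9, 12.5 and 12.5 CPM in MA-10 replicates 1, 2 and 3, from 347, 144 and 142 counts, and 47.8, 48.9 and 51.8 CPM in STARKO1 replicates 1, 2 and 3, from 1113, 830 and 922 counts. MA-10 replicate 1 alone against STARKO1 gave a log2 difference of 1.30. Among the 6 tested genes of the same phosphatase family, Plpp5 changed in the opposite direction, with a log2 fold change of -1.62 (standard error 0.244, adjusted p = 0.0148 from edgeR's quasi-likelihood test), and the other 4 were not significant. With the replicate number as a block, the adjusted p of Plpp5 was 0.0584, and Plpp5 passed the threshold in 2 of the 6 leave-one-out fits. The signs of Plpp2 and Plpp6 turned positive with scaling by library size alone, as the upward shift of all genes under that scaling requires, and that of Plpp2 also with gene length offsets. Pip5k1b had 0, 0 and 2 counts in the MA-10 replicates and 58, 32 and 31 counts in the STARKO1 replicates. Of the other genes for this kinase, Pip5k1c was higher in STARKO1 cells, with a log2 fold change of 1.25 (standard error 0.283, adjusted p = 0.0430), and Pip5k1a had an adjusted p of 0.767. The adjusted p of Pip5k1c was 0.0866 with the replicate number as a block, and Pip5k1c passed the threshold in 1 of the 6 leave-one-out fits.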

PLPP3 dephosphorylates phosphatidic acid (PA) to form DAG [33]. PIP5K1β is necessary for phosphatidylinositol 4,5-bisphosphate (PIP2) activity, which is not only metabolized to DAG, but is also an essential cofactor for PLD, which hydrolyzes PC to PA, and which then can be converted to DAG [15]. Increased expression of *Plpp3* and *Pip5k1b* therefore gives insight into possible mechanisms of DAG accumulation that we see in STARKO1 lipid droplets. Lastly, we found that expression of *Stard12* was also increased in STARKO1 cells. 

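Stard12, listed as Dlc1, had 4.18, 3.64 and 2.73 CPM in MA-10 replicates 1, 2 and 3, from 73, 42 and 31 counts, and 12.5, 10.7 and 8.48 CPM in STARKO1 replicates 1, 2 and 3, from 291, 182 and 151 counts. The lowest STARKO1 library was above the highest MA-10 library, and MA-10 replicate 1 alone against STARKO1 gave a log2 difference of 1.23. Across the 6 leave-one-out fits the log2 fold change of Dlc1 stayed between 1.43 and 1.82.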

STARD12 was considered initially to function mainly as a tumor suppressor [14]. However, further studies have shown that STARD12 binds PLC-δ1 and activates hydrolysis of PIP2, which functions in DAG formation [34]. In addition, it has been shown that STARD12 is localized to the mitochondria in Huh-7 cells [35]. It is possible that in the absence of STARD1, *Stard12* expression increases to facilitate a compensatory mechanism. 

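Of the 15 genes of the START family, 12 were in the deposited table and all 12 were tested. Besides Dlc1, Stard8 was higher in STARKO1 cells, with a log2 fold change of 1.26 (standard error 0.283, adjusted p = 0.0430 from edgeR's quasi-likelihood test). Besides Star, Stard5 and Acot12 were lower, with log2 fold changes of -0.78 (standard error 0.140, adjusted p = 0.0254) and -1.85 (standard error 0.227, adjusted p = 0.00779). Thus 5 of the 12 were differentially expressed with adjustment over all genes, 2 higher and 3 lower, and 7 with adjustment over the family alone. This share, 41.7%, was above the 9.00% of the other tested genes (Fisher's exact test, two-sided, p = 0.00275, and 0.0165 after adjustment over the 6 gene lists). However, Star itself, the targeted gene, is counted in it. Dlc1 is counted as well, and the paper had named it from the same RNA sequencing. The test was not repeated without Star and Dlc1, so it cannot show an enrichment of the rest of the family. With the replicate number as a block, 3 of the family were differentially expressed, and Stard8 (adjusted p = 0.0789) and Stard5 (adjusted p = 0.100) were not. The remaining 7 genes, which include Stard3, Stard4 and Stard7, had adjusted p values of 0.0688 or more. The upward shift of all genes with scaling by library size alone also turned the signs of Stard6 and Col4a3bp, neither of them significant, and that of Stard6 turned with gene length offsets.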

Collectively, these data are consistent with DAG accumulation seen in STARKO1 lipid droplets and further suggest a role of constitutive STAR in MA-10 cells.

## 4. Materials and Methods

### 4.1. Primary Leydig Cell Isolation

Leydig cells were isolated from adult Sprague–Dawley rats and C57BL/6 mice (Charles River Laboratories, Wilmington, MA, USA) as previously described [25]. The rats and mice were bred and maintained in accordance with protocols approved by the Institutional Animal Care and Use Committee of the University of Southern California (Protocol # 20791; approved on 8/30/2018). Testes were decapsulated, dissociated in 0.25 mg/mL collagenase, and shaken at 80 cycles/min at 34 °C for 15 min. Once dissociated, the seminiferous tubules were removed, and supernatant-containing cells were centrifuged at 800× *g* for 20 min. Pellets were applied to a Percoll density gradient and centrifuged at 14,000 rpm for 45 min at 4 °C. The Leydig cell-containing fraction was layered onto a BSA density gradient and centrifuged at 50× *g* for 10 min, which yielded 85% pure Leydig cells as revealed by 3β-hydroxysteroid dehydrogenase staining. For hCG stimulation, Leydig cells were treated with 50 ng/mL hCG for 2 h. Steroid production was measured using the Testosterone ELISA Kit (Cayman Chemical, Ann Arbor, MI, USA). Steroid production data were normalized to cell number. qRT-PCR and immunoblot analyses were carried out as described here.

### 4.2. Cell Culture

MA-10 cells were kindly provided by Dr. Mario Ascoli (University of Iowa, Iowa City, IA, USA). MA-10 cells were found to be negative for mycoplasma by the Mycoplasma PCR Detection Kit (Applied Biological Materials Inc., Ferndale WA, USA). WT MA-10 mouse tumor Leydig cells [36] and STAR KO cells were maintained in Dulbecco’s modified Eagle medium/F-12medium + Glutamax supplemented with 5% heat-inactivated fetal bovine serum, 2.5% heat-inactivated horse serum, and 1% penicillin/streptomycin at 37 °C and 3.5% CO_2_.

### 4.3. CRISPR/Cas9-Mediated Gene Deletion of Star in MA-10 Cells

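The protospacers of the 2 gRNAs were read from the forward oligonucleotides without their 3′ cloning ends and matched to GRCm38. The first, ATTAAGGCACCAAGCTGTGC, occurs 1 time in the spliced Star transcript, on the plus strand of chromosome 8 from 25809457 to 25809476, followed by the PAM TGG. The second, CACCAAGCTGTGCTGGCCAT, lies from 25809464 to 25809483, also followed by TGG. Both are inside exon 2 of transcript Star-201, which has 7 exons and whose exon 2 runs from 25809456 to 25809566, and both lie in the coding sequence. Cas9 is expected to cleave 3 bases before the PAM, after position 25809473 for the first gRNA and after 25809480 for the second, in codons 28 and 30 of the 284 codons of STAR. The sequence around the first site reads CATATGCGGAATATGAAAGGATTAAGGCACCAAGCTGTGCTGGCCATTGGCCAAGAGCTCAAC in the spliced transcript, across the junction of exons 1 and 2.

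**Figure D4:**
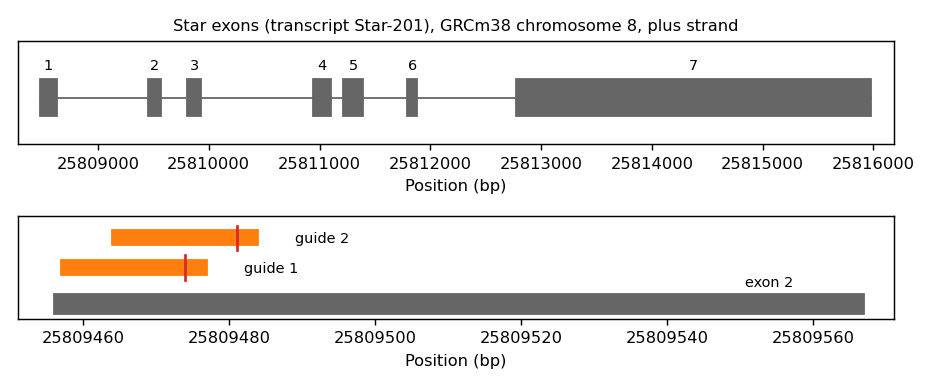
Exons 1 to 7 of Star-201 on chromosome 8 (GRCm38, position in bp, upper panel) and exon 2 with the 2 protospacers (orange) and their expected cleavage sites (red, lower panel). Both protospacers lie near the start of exon 2, between 25809457 and 25809483.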

Two sets of ss DNA oligonucleotides specifically targeting exon2 of Star were designed after using Synthego’s CRISPR single gRNA Design Tool (https://www.synthego.com). The ss oligonucleotides were annealed and cloned into the GeneArt^®^ CRISPR Nuclease Vector which contains an OFP reporter (Thermo Fisher Scientific, Waltham, MA, USA). Plasmid extraction was performed using the Zyppy Plasmid Miniprep Kit (Zymo Research, Irvine, CA, USA). Sequencing of the cloned plasmids were performed to confirm the insertion of the gRNAs. Plasmids were transfected into MA-10 cells using Lipofectamine 3000 and Opti-MEM according to the manufacturer’s recommendations. FACS was used to sort the OFP-positive cells into single colonies 24 h post-transfection.

STAR KO was determined using NGS, qRT-PCR, and immunoblotting. NGS was performed through GENEWIZ Next-Generation Sequencing Services. For *Star* mRNA determination, total RNA was extracted using the Quick-RNA MiniPrep Plus kit (Zymo Research, Irvine, CA, USA). An amount of 500 ng of isolated RNA was applied to amplify cDNA using the PrimeScript RT Master Mix (Takara Bio, Mountain View, CA, USA). qRT-PCR with Applied Biosystems PowerUP SYBR Green Master Mix (Thermo Scientific, Waltham, MA, USA) detection was performed using the qTOWER^3^ (Analyik Jena AG, Jena Germany). This method was used for all qRT-PCR data shown here. Primers for different regions of *Star* are as follows: STAR1 F: 5′TCCTCGCTACGTTCAAGCTG-3′ R: 5′-AGCTCCGACGTCGAACTT-3′, STAR2 F: 5′-TCGCTACGTTCAAGCTGTGTG-3′ R: 5′-GGCTCCGACGTCGAACTTGA-3′, STAR3 F: 5′-AGAGGTGGCTATGCAGAAGG-3′ R: 5′-CATGCGGTCCACAAGTTCTT-3′, and STAR4 F: 5′-GGAGCAGAGTGGTGTCATCA-3′ R: 5′-TGGCGAACTCTATCTGGGTC-3′. *Gapdh* was used as the housekeeping gene.

### 4.4. Immunoblot Analysis

Protein was extracted from mouse and rat primary Leydig cells, WT MA-10 cells, and STAR KO cells using RIPA buffer. Protein concentration was determined after centrifugation using the Pierce BCA Protein Assay Kit (Thermo Scientific, Waltham, MA, USA). Sodium dodecyl sulfate-polyacrylamide gel electrophoresis was performed using 7.5 μg of protein extract and a 4%–20% Tris–glycine gradient gel (Bio-Rad, Hercules, CA, USA) and the resulting bands electro-transferred to a polyvinylidene fluoride membrane. Blocking of the membranes was performed using 5% bovine serum albumin before incubating with STAR antibody (1:1000; Cell Signaling, Danvers, MA, USA) and secondary antibody, WesternSure^®^ Goat anti-Rabbit HRP Secondary Antibody (1:5000; LI-COR, Lincoln, NE, USA). Membranes were stripped using the Restore Western Blot Stripping Buffer (Thermo Scientific, Waltham, MA, USA) and reprobed using anti-β-actin (1:5000). The immunoreactive proteins were visualized using Radiance Peroxide and Radiance Plus (Azure Biosystems, Dublin, CA, USA) and imaged using the Azure c600 (Azure Biosystems).

### 4.5. Quantification of Steroid Production

WT MA-10 and STAR KO cells (1×10^4^ per well) were plated on 96-well plates in triplicate for 24 h. Before stimulation, medium was removed, each well was washed with phosphate-buffered saline, and serum-free medium was added with one of the following: 50 ng/mL human chorionic gonadotropin (hCG; National Hormone and Peptide Program, Harbor-UCLA Medical Center, Torrance, CA, USA), 1 mM dibutyryl cyclic AMP (dbcAMP; Sigma), 50 μM 22(*R*)-hydroxycholesterol (Sigma, St. Louis, MO, USA), 50 μM XBD173 (Sigma), 50 μM FGIN-1-27 (Cayman Chemical, Ann Arbor, MI, USA), 1-oleoyl-2-acetyl-*sn*-glycerol (Cayman Chemical, Ann Arbor, MI, USA), U73122 (Cayman Chemical, Ann Arbor, MI, USA), or 1 mM calphostin C (Cayman Chemical, Ann Arbor, MI, USA). After 2 h incubation at 37 °C, the medium was collected to measure steroid production. The remaining cells were lysed with 0.1 N sodium hydroxide for protein measurements. Steroid production was measured using the Progesterone ELISA Kit (Cayman Chemical, Ann Arbor, MI, USA). Steroid production data were normalized to protein contents.

### 4.6. Lipid Droplet Imaging, Isolation, and Analysis

Lipid droplets were imaged by transmission electron microscopy (TEM) at the Doheny Eye Institute (Los Angeles, USA). Lipid droplet isolation was performed using Cell Biolabs, Inc.’s Lipid Droplet Isolation Kit (San Diego, CA, USA). A total of 50 million cells were pelleted and processed according to the manufacturer’s recommendations. Purity of the isolated lipid droplets were assessed through immunoblots using GAPDH (1:1000; Cell Signaling) and PLIN1 (1:1000; Cell Signaling, Danvers, MA, USA) antibodies. Western blot analyses were performed as described above. The content of the isolated lipid droplets was then analyzed using LC–MS. Samples for LC–MS were prepared by adding 200 µL of water to each sample and vortexing. A volume of 1000 µL of methyl tert-butyl ether (MTBE) was then added to each sample, vortexed for 10 s and left to settle for 10 min. A volume of 800 µL of the top layers were transferred to 10 × 75 mm glass culture tubes. These steps were repeated. The MTBE extracts were then evaporated at room temperature in a Thermo Scientific™ Savant™ SPD131DDA SpeedVac™ Concentrator. Extracts were reconstituted with 250 µL 10 mM ammonium acetate in 50:50 (v:v) dichloromethane:methonol. Reconstituted extracts were then transferred to injection vials for flow infusion (no column) LC–MS analysis. LC was performed using the Shimadzu Nexera XR (Shimadzu Corporation, Kyoto, Japan) with an injection volume of 50 µL, autosampler temperature of 15 °C, and an infusion flow rate of 7.0 µL/min. MS was performed using the 5600+ TripleTOF quadrupole-time of flight system (AB SCIEX, Framingham, MA, USA). Scanning of the positive mode was performed using TOF-NS1 from m/z 200 to 1250. Scanning of the negative mode was performed through MS/MS, using unit mass resolution in the quadrupole (0.7 amu bandpass) at each nominal mass from 200–1250. MS data were analyzed using the LipidView Software (AB SCIEX, Framingham, MA, USA).

### 4.7. Mitochondria and Lipid Droplet Staining and CONFOCAL MICROSCopy

To stain mitochondria and lipid droplets, cells were plated at a density of 200,000 cells per well for 24 h and stained with 0.1 μM MitoTracker Red CMXRos (Invitrogen, Carlsbad, CA, USA) for 30 min at 37 °C, washed with PBS 3 times, and stained with 2 μM Bodipy 493/503 (Invitrogen, Carlsbad, CA, USA) for 15 min at 37 °C. Cells were fixed in 4% PFA for 15 min at room temperature, stained with DAPI, and observed by Zeiss LSM 880 confocal microscopy.

### 4.8. Statistical Analysis

All data are presented as the mean ± standard error of the mean from three independent experiments unless indicated otherwise. Moreover, all experiments were conducted in triplicate unless indicated otherwise. GraphPad Prism (version 7) was used for graphic presentation and statistical analyses of data were performed using the Student t test. Means were considered statistically different when *p* < 0.05.

## 5. Conclusions

Taken together, these results provide evidence for a function of constitutive STAR in Leydig cells that is distinct from its role in hormone-induced steroidogenesis. Constitutive STAR may function in TSPO-mediated steroidogenesis and may have a role in DAG accumulation in lipid droplets when STAR is mutated or knocked out. DAG accumulation may contribute to the inability to produce steroids in the absence of functional STAR.

## Figures and Tables

**Figure 1:**
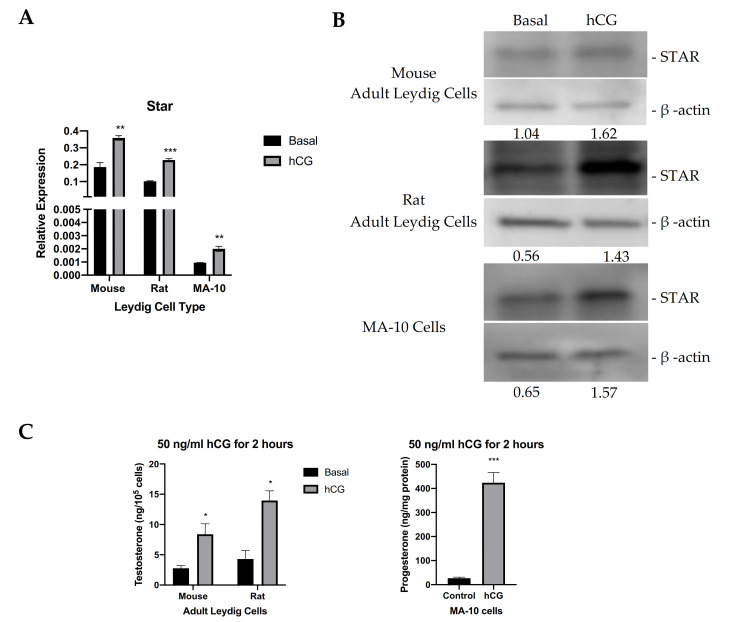
STAR expression and levels in various models in the absence and presence of hormonal stimulation. (**A**). qRT-PCR analyses of *Star* mRNA expression in mouse, rat, and MA-10 Leydig cells under basal conditions and upon hCG stimulation. *Gapdh* was used as the housekeeping gene. Data are shown as the mean ± SEM (*n* = 3). (**B**). Western blot analyses of STAR protein levels in mouse, rat, and MA-10 Leydig cells under basal conditions and upon hCG stimulation. Quantification was performed by calculating the ratio of the density of the STAR band to that of β-actin through ImageJ. Quantification is shown below each immunoblot. (**C**). ELISA analyses of testosterone production by mouse and rat Leydig cells (left) and progesterone production by MA-10 cells (right) in cell media following stimulation with 50 ng/mL hCG for 2 h. Data are shown as the mean ± SEM (*n* = 3 for mouse; *n* = 2 for rat). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
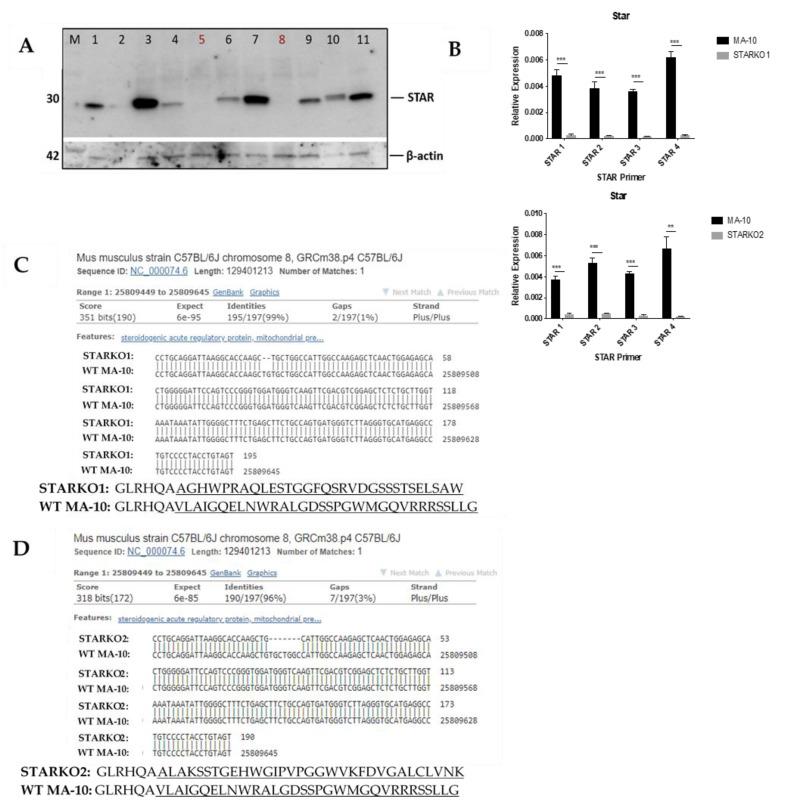
Screening and validation of CRISPR/Cas9-mediated STAR KO in MA-10 cells. (**A**) Western blot screening for STAR KO cell line following CRISPR/Cas9-mediated STAR KO and FACS. Samples in lane 5 (STARKO2) and lane 8 (STARKO1) show no STAR band and, therefore, are STAR KOs. (**B**) qRT-PCR analyses of STARKO1 and STARKO2 where *Gapdh* was used as the housekeeping gene. STAR 1, STAR 2, STAR 3, and STAR 4 are primers for various regions of the mouse *Star* gene. Data are shown as the mean ± SD (*n* = 3). ** *p* < 0.01; *** *p* < 0.001. (**C**) BLAST DNA sequence of *Star* in STARKO1 cells (top) compared to wild-type mouse Star (bottom). Dashes represent nucleotide deletions. Amino acid sequence of wild-type STAR (top) compared to that of STARKO1 (bottom). Highlighted amino acids represent sequence changes. (**D**) BLAST DNA sequence of *Star* in STARKO2 cells (top) compared to wild-type mouse Star (bottom). Dashes represent nucleotide deletions. Amino acid sequence of wild-type STAR (top) compared to that of STARKO2 (bottom). Underlined amino acids represent sequence changes.

**Figure 3:**
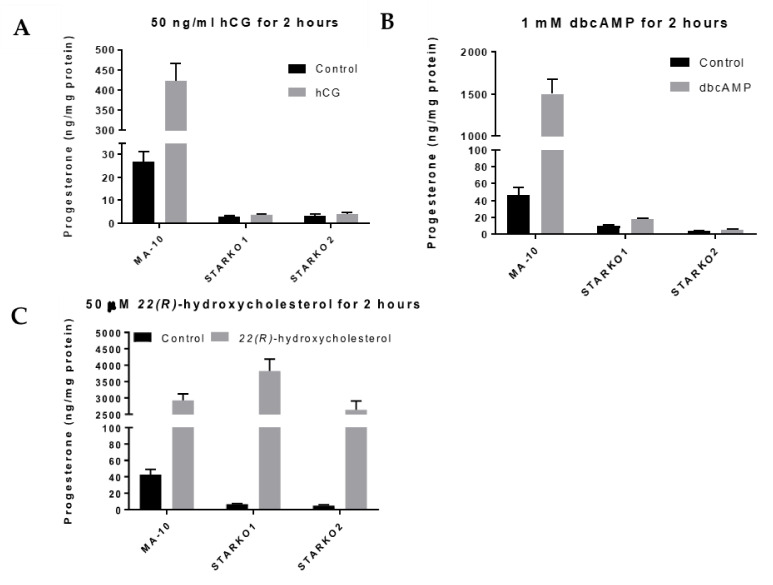
Progesterone production by wild-type MA-10 and STAR KO cell lines in response to stimulus. (**A**) ELISA analyses of progesterone levels in cell media following stimulation with 50 ng/mL hCG for 2 h. (**B**) ELISA analyses of progesterone levels in cell media following stimulation with 1 mM dbcAMP for 2 h. (**C**) ELISA analyses of progesterone levels in cell media following stimulation with 50 μM 22(*R*)-hydroxycholesterol for 2 h. Data are shown as the mean ± SEM (*n* = 3).

**Figure 4:**
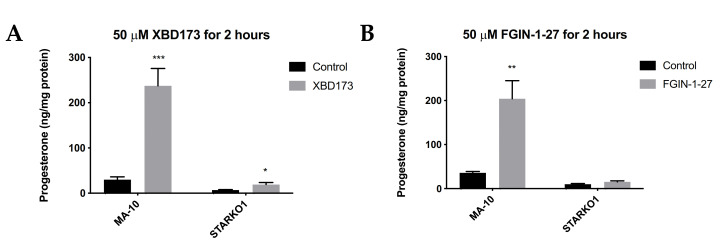
Progesterone production by wild-type MA-10 and STAR KO cell lines in response to TSPO drug ligands. (**A**). ELISA analyses of progesterone levels in cell media following stimulation with 50 μM XBD173 for 2 h. (**B**). ELISA analyses of progesterone levels in cell media following stimulation with 50 μM FGIN-1-27 for 2 h. Data are shown as the mean ± SEM (*n* = 3). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
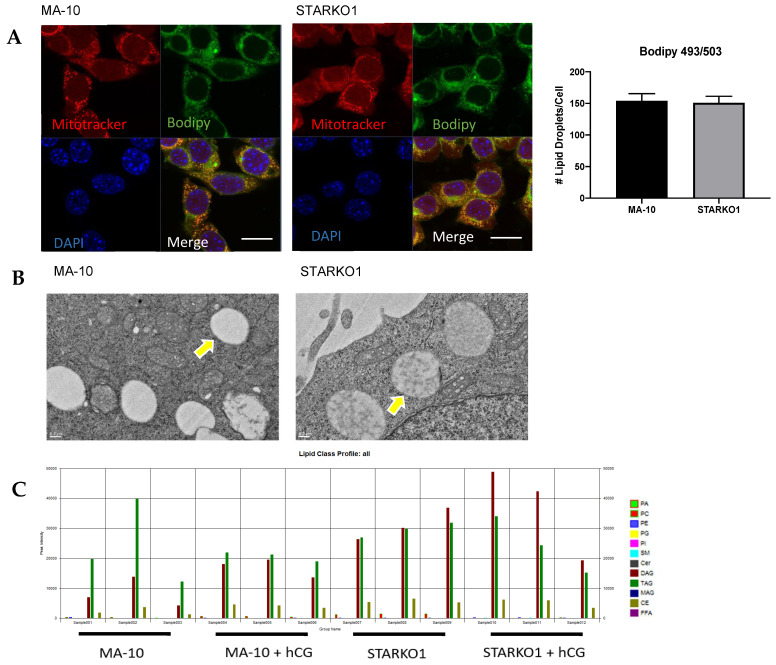

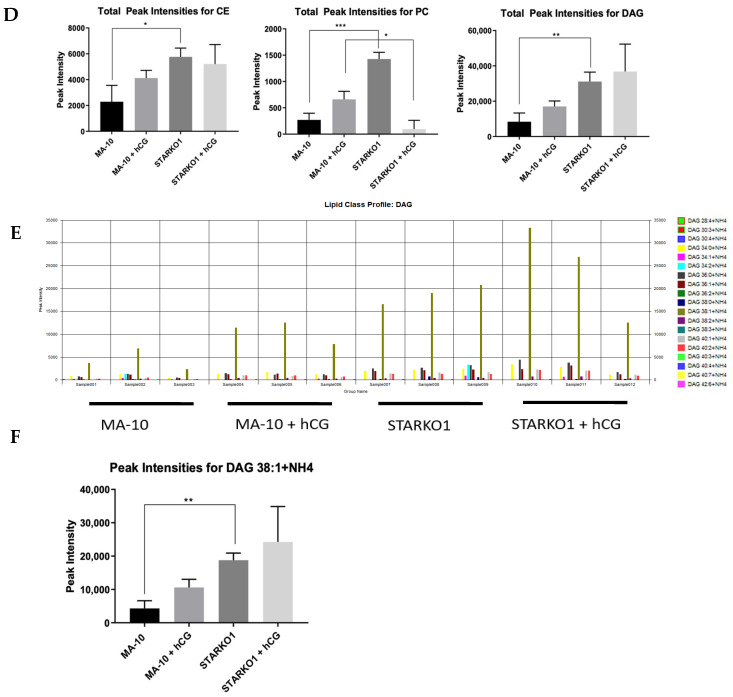
Alterations in lipid droplet content between WT MA-10 and STARKO1 cells. (**A**) Bodipy 493/503 staining of lipid droplets in MA-10 (left) and STARKO1 (right) cells with quantification shown to the right. Scale bar: 10 μm. (**B**) Electron microscopy images of lipid droplets in WT MA-10 cells (left) and STARKO1 cells (right). Arrows point to lipid droplets. (**C**) Peak intensities of various lipid classes identified in lipid droplets of wild-type MA-10 and STARKO1 cells in the absence and presence of hormonal stimulation. (**D**) Peak intensities of lipid classes shown to be significantly altered between lipid droplets of wild-type MA-10 and STARKO1 cells in the absence and presence of hormonal stimulation. (**E**) Peak intensities of individual diacylglycerol (DAG) species identified in lipid droplets of MA-10 and STARKO1 cells. (**F**) Peak intensities of DAG 38:1 in lipid droplets of MA-10 and STARKO1 cells in the absence and presence of hormonal stimulation. Data are shown as the mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
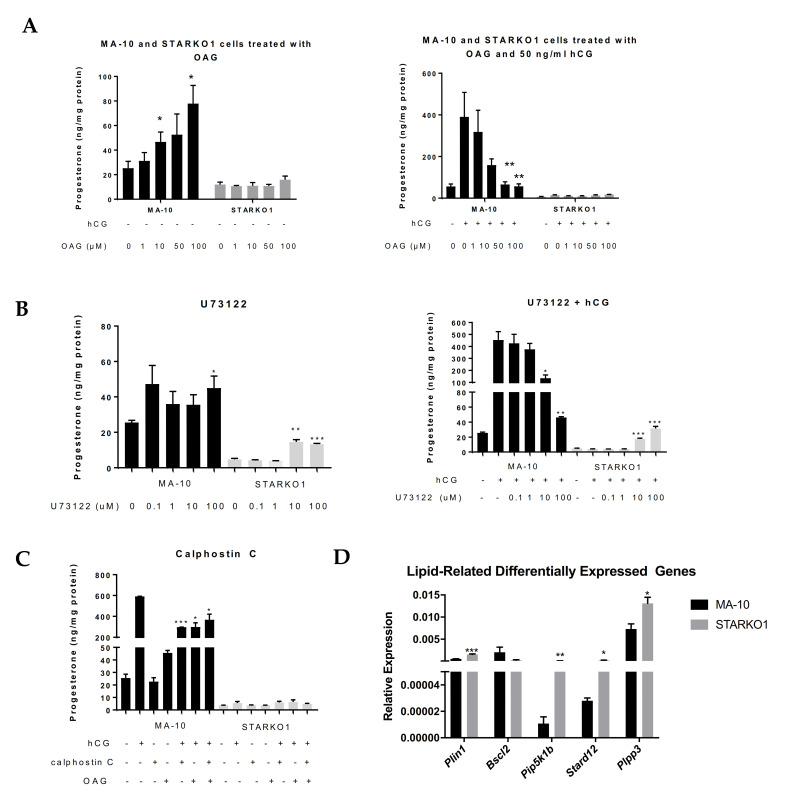
Role of DAG signaling in progesterone production by WT MA-10 and STARKO1 cells. (**A**) ELISA analyses of progesterone levels in cell media following treatment with varying concentrations of the DAG analog OAG in the absence (left) and presence (right) of 50 ng/mL hCG for 2 h. (**B**) ELISA analyses of progesterone levels in cell media following treatment with varying concentrations of PLC inhibitor U73122 in the absence (left) and presence (right) of 50 ng/mL hCG for 2 h. (**C**) ELISA analyses of progesterone levels in cell media following treatment with 1 μM of PKC inhibitor calphostin C in combination with 50 ng/mL hCG and/or 50 μM OAG for 2 h. (**D**) qRT-PCR analyses of lipid-related differentially expressed genes. Data are shown as the mean ± SEM (*n* = 3). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

The data presented in this study are available in this manuscript, the Supplementary Material, and the NCBI Gene Expression Omnibus (GEO) database: accession no.: GSE165392.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/22/4/2021/s1.

## Abbreviations

STAR	steroidogenic acute regulatory protein
TSPO	translocator protein
Lipoid CAH	lipoid congenital adrenal hyperplasia
dbcAMP	dibutyryl-cAMP
START domain	STAR-related lipid transfer domain
CE	cholesterol ester
DAG	diacylglycerol
PC	phosphatidylcholine
OFP	orange fluorescent protein
NGS	next-generation sequencing
LC–MS	liquid chromatography–mass spectrometry
OAG	1-oleoyl-2-acetyl-*sn*-glycerol
PLC	phospholipase C
PKC	protein kinase C
WT	wild type
KO	knockout
TAG	triacylglycerol
CRISPR/Cas9	clustered regularly interspaced short palindromic repeats
gRNA	guide RNA
FACS	fluorescence-activated cell sorting
BLAST	Basic Local Alignment Search Tool
PLD	phospholipase D
ss	single stranded
qRT-PCR	quantitative real-time PCR

# Supplementary material for: Role of Constitutive STAR in Leydig Cells
**Source:** Int J Mol Sci. 2021 Feb 18;22(4):2021. doi: 10.3390/ijms22042021
**Supplement:** Supplementary file 1

# Role of Constitutive STAR in Leydig Cells

Melanie Galano, Yuchang Li, Lu Li, Chantal Sottas and Vassilios Papadopoulos

MA-10

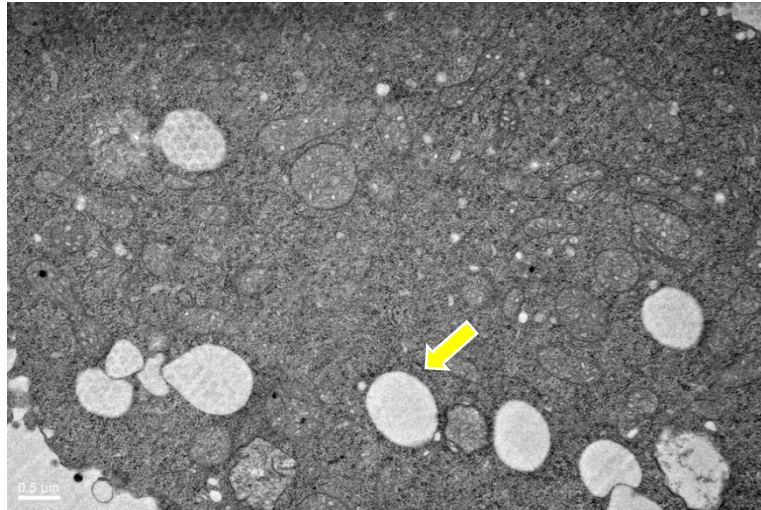

STARKO1

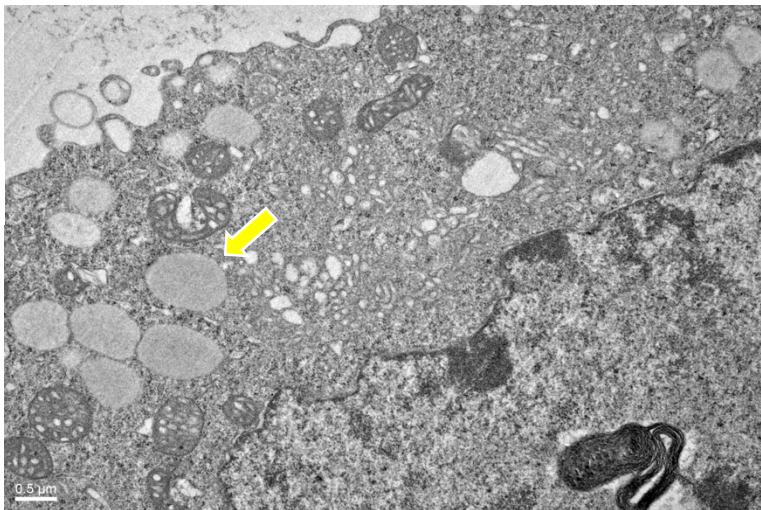

**Figure S1.** Electron microscopy images of lipid droplets in WT MA-10 cells (top) and STARKO1 cells (bottom). Arrows point to lipid droplets. Scale bar shows 0.5 μm.

How the deposited data were processed for this re-analysis (not part of the article)

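RNA of MA-10 cells (3 libraries) and STARKO1 cells (3 libraries) was compared gene by gene. The authors deposited a table of estimated counts per gene for these 6 libraries, without normalization and with replicates kept apart. The paper's text does not name the aligner, the counting program or their versions, and its statistics section gives a Student test for the whole paper without naming a test for the sequencing counts. The deposited values are estimated counts because more than 50 percent of the genes have values that are not whole, which is what a program that divides reads between genes or transcripts returns. Sharing of reads between similar genes is therefore already settled in the table and cannot be undone. All 6 columns of the table were matched to a library by name.

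From there, the estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr function, libraries were scaled by TMM, and the cell lines were compared with the quasi-likelihood test (glmQLFit and glmQLFTest). P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called differentially expressed. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. CPM are counts relative to the library size scaled by TMM, given as mean ± SD over the 3 libraries of a cell line. A gene at or under 3 counts in every library of a cell line was taken to be at the floor, and its fold change was computed against that floor as a lower bound. Gene sets and chromosomes with at least 50 tested genes were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. Gene coordinates, lengths and GC content came from the GENCODE annotation and the sequence of GRCm38. Tables, intervals and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

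The genes named in the text are those that the paper names, members of the gene lists fixed in advance, and the 5 genes with the highest and the 5 with the lowest log2 fold change estimated by edgeR among differentially expressed genes with a mean of at least 1 CPM and no overlap between the cell lines; any other gene is said to have been chosen after its values were seen. The samples' labels number the libraries 1 to 3 in both cell lines, and this number is the only source of the pairing used for the replicate block. Neither the labels nor the paper say whether same-numbered libraries were prepared together.

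The alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, upper quartile scaling, scaling by library size alone, no filter on low counts, a filter of at least 10 counts in every library, a replicate block, counts thinned to the smallest library, removal of the 50 most abundant genes, offsets for GC content with and without the replicate block, offsets for gene length, other thresholds, an inter-gene correlation estimated from the data, and leaving out each library in turn. The share of 7SL RNA as a covariate and MA-10 replicate 1 alone against STARKO1 were added after the data were seen. The total counts, between 14114360 and 19530069 per library, leave little counting error for most genes, so the spread between replicates, and not the depth, limits the precision. The common biological coefficient of variation was 0.291.

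The scripts were tested on simulated counts drawn from the means and library sizes of the real genes, of which 11820 were tested and 197 had been changed. The quasi-likelihood test recovered 94.9% of the genes changed 4-fold and 24.5% of those changed 2-fold. Of its 123 calls, 4.07% were false, against 14.5% of 138 calls with DESeq2. The simulated genes were drawn independently and with the same spread in both cell lines, unlike the real libraries, where MA-10 varied more. These rates therefore do not give the share of false calls in the real counts. When a length bias was added to simulated counts of 11770 genes, 60.4% of the calls were false without offsets and 4.51% with gene length offsets. A simulated gene set that had been shifted had a camera p of 2.54e-07 and one that had not been shifted had 0.300. The lipid measurements, steroid assays, immunoblots and qRT-PCR of the paper were not analysed here.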

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

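The comparison at matched counts was chosen after the result was seen, and the other tests of the genes described here were chosen before. Outside the genes that the paper discusses, a set of genes was expressed in one cell line and near absent from the other. There were 13 genes with 20 or more counts in every MA-10 library and 3 or fewer in every STARKO1 library, among them Dcaf4, Sdr39u1, Mov10l1, Tdrkh and Macrod2. There were 15 genes with 20 or more counts in every STARKO1 library and 3 or fewer in every MA-10 library, among them Dnah10, Klk1b27 and Cspg4, and Pip5k1b, which the paper does discuss. Pdgfra, a growth factor receptor gene, had 103, 32 and 76 counts in MA-10 replicates 1, 2 and 3 and 0, 2 and 1 in the STARKO1 replicates, and Lifr, a cytokine receptor gene, had 0, 2 and 0 counts in MA-10 cells and 67, 39 and 52 in STARKO1 cells. Pdgfra, Lifr and Lemd1, a further gene of the 15, were named after their values were seen.

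The composition of MA-10 replicates 2 and 3 may account for much of a wider set chosen without MA-10 replicate 1. Of 89 genes that were on or off in this way between MA-10 replicates 2 and 3 and STARKO1, 34.8% (31 genes) had the state of the other MA-10 libraries in MA-10 replicate 1. This is under the 50 percent set beforehand as the mark of that explanation, so the wider set cannot be told apart from it. The 31 were 16 of 22 genes off in STARKO1 and 15 of 67 genes on in STARKO1. The 13 and 15 genes listed first are by selection genes for which MA-10 replicate 1 had the state of the other MA-10 libraries, so the differences among the MA-10 libraries do not by themselves produce them, and the share of 34.8% cannot tell how many of the 28 would be found again in further libraries.

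The 13 genes off in STARKO1 formed 0 adjacent pairs in the order of genes with 20 or more counts in every MA-10 library (permutation p = 1 over 10000 draws), which goes against deletions that span neighbours expressed at that level. Loss of single genes, or of a gene with weakly expressed neighbours, was not tested and cannot be excluded. Reads shared between paralogs would leave values that are not whole. Such values were found for 2 of the 28 genes (7.14%) and for 59.5% of the other 11911 tested genes (Fisher's exact p = 8.97e-09), a comparison that was not matched for level. The 100 other genes nearest to each in counts in the expressing cell line were then compared, and 30.7% of them had such values. The share among the 28 was not larger (upper permutation p = 1.00 over 10000 draws). Counts in the other cell line, where the 28 had 3 or fewer in every library, were not matched. Fewer counts leave fewer chances for such values, so this test cannot decide. The 2 genes with such values were Cspg4 and Lemd1, and their counts remain uncertain. The others of the 28 had whole values in every library, which goes against divided reads for them. Reads given whole to the wrong paralog would not be seen in this way. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many such genes, and the other 3 and the 6 splits that part 1 pair gave 0. With 4 splits no count lower than 1 is possible, so this count by itself cannot decide on chance. Gain or loss of expression fixed in the clone from which STARKO1 was grown remains a hypothesis. With a single clone, effects of the loss of STAR, of clonal origin and of editing cannot be separated.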

How the results depend on the processing

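The 7SL RNA share as a covariate and MA-10 replicate 1 alone against STARKO1 were chosen after seeing the data, and the other settings were not. The 1079 differentially expressed genes kept their direction in every fit in which they were tested (874 of them with at least 10 counts in every library), which the lack of overlap between the cell lines largely fixes in advance, but the number of such genes depended on the setting. It was 3394 with DESeq2 (1312 higher and 2082 lower in STARKO1), 330 with scaling by library size alone (210 and 120), 692 with at least 10 counts in every library (348 lower), 234 with the replicate block (106 and 128), 470 with GC content offsets and the replicate block (253 and 217), and 2569 with the 7SL RNA share as a covariate (1167 and 1402). Upper quartile scaling gave 829, of which 368 were lower. At an unadjusted p under 0.05 there were 4493 genes (1786 and 2707), and at an adjusted p under 0.01 there were 179 (87 and 92). The number changed at least 2-fold, 796, became 2084 with DESeq2, 325 with library size alone, 508 with at least 10 counts in every library, 234 with the replicate block and 470 with GC content offsets and the block. The cause of these changes was not tested. In the simulated counts, 14.5% of DESeq2's calls were false against 4.07% of edgeR's. Those counts lacked the wider spread among the MA-10 libraries, so these rates cannot decide between the numbers of genes called in the real counts.

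Scaling by library size alone moved the median log2 fold change of all genes by 0.43 and upper quartile scaling moved it by 0.14, and the share of differentially expressed genes that were higher went from 47.5% to 63.6% and 55.6%. With library size alone, the median of the steroidogenic set turned to 0.19, that of the p53 target set to 0.18 and Gapdh to 0.082, all of them under that shift of all genes. Relative to the other genes, camera still placed both sets on the lower side (adjusted p = 0.0806 for the steroidogenic set and 0.248 for the p53 target set).

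The 9 differentially expressed genes of the lipid droplet and DAG list became 15 with DESeq2, 6 with upper quartile scaling, 2 with library size alone, 5 with at least 10 counts in every library, 2 with the replicate block, 10 with GC content offsets and 5 with those and the block, 10 with gene length offsets, and 16 with the 7SL RNA share as a covariate. The 5 of the START family became 7 with DESeq2, 6 with gene length offsets, 4 with at least 10 counts in every library, 3 with upper quartile scaling, 2 with library size alone, 3 with the replicate block and 3 with GC content offsets and the block. The steroidogenic set passed the threshold with GC content offsets (median -0.26, adjusted p = 0.0493) and without MA-10 replicate 3 (median -0.26, adjusted p = 0.0182), and the cholesterol synthesis set no longer did with the inter-gene correlation estimated (median 0.35, adjusted p = 0.108) or without MA-10 replicate 1 (median 0.43, adjusted p = 0.0817). The number of chromosomes with a shift went from 2 to 0 with GC content offsets and the replicate block and to 0 with the inter-gene correlation estimated, but to 3 with at least 10 counts in every library and 3 with the 7SL RNA share as a covariate. Beside these counts of 0, chromosomes 12 and 8 had an unadjusted p of 0.00460 and 0.00557 with GC content offsets and the block. Tspo, at a log2 fold change of 0.00, went to -0.26 with GC content offsets and to -0.23 with those and the block, but to 0.59 with gene length offsets and 0.47 with library size alone, none of them significant. The cause was not tested.

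Across the 6 fits that each left out 1 library, the number of differentially expressed genes went from 89 to 7995, with 47 to 4136 higher and 39 to 3859 lower, and 89 to 4063 changed at least 2-fold. The lipid droplet and DAG list had 0 to 41 such genes and the START family 1 to 9. The median of the steroidogenic set was between -0.31 and -0.13, of the cholesterol synthesis set between 0.31 and 0.45, of the LXR target set between 0.07 and 0.19, and of the p53 target set between -0.26 and 0.0090, and 0 to 2 chromosomes were shifted. The highest counts of genes came without MA-10 replicate 1, and the fits without a STARKO1 library gave 89, 134 and 93 genes. Tspo went from -0.042 without STARKO1 replicate 2 to 0.11 without MA-10 replicate 2, and was -0.032 without MA-10 replicate 3. For the 22 genes followed one by one, the other leave-one-out values were 94 with the same call, 31 weaker and 5 stronger, and the other alternatives gave 240 with the same call, 11 weaker, 2 stronger and 17 that moved by more than the spread between replicates, all of the last with MA-10 replicate 1 alone against STARKO1. That comparison adds 0.5 CPM before taking log2, which draws genes near the floor toward 0 whatever the library. In a check added later that computed all MA-10 libraries in the same way, 8 of the 22 genes moved by more than that spread, and Dcaf4 (-4.50 and -4.43) and Dnah10 (2.58 in both) did not. Depth limits the genes near the floor of 3 counts, such as Pip5k1b, for which only a lower bound can be given.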

Differences from the paper's values

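The bars for Plpp3 in Fig. 6D, which shows qRT-PCR, stand at heights whose ratio is a log2 fold change of about 0.85 in Fig. 6D, read by eye, with an error of about 0.28 from the SEM bars of the paper. In the sequencing counts, the log2 fold change of Plpp3 was 1.72. The difference remained with every alternative set before the data were examined, from 1.61 without MA-10 replicate 2 to 2.09 with scaling by library size alone, and none of them closed the gap. MA-10 replicate 1 alone against STARKO1, a comparison chosen after seeing the values, gave 1.30, which is outside this error as well. The error comes from SEM bars and is not a confidence limit, so a value outside it may still be compatible with the paper's. The 7SL RNA share as a covariate, also chosen after seeing the data, gave 1.43, which is further from the paper's value than 1.30. The assays differ, and the qRT-PCR samples were not analysed here. The scales differ as well, since the paper gives Gapdh as the housekeeping gene of its qRT-PCR method and the counts were scaled by TMM. Gapdh itself had a log2 fold change of -0.41 in the counts (adjusted p = 0.270 from edgeR's quasi-likelihood test).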

Other observations

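Some of the tests in this part were chosen after the result was seen, namely those of a mislabelled library, of a STARKO1 library under the MA-10 label and of a mixture with at least 10 percent STARKO1 RNA, those of GC content, gene length and the 7SL RNA share on the differentially expressed genes, that of GC content on chromosomes 12 and 8, that of chromosome 8 beyond 60 Mb, and those of the cholesterol synthesis genes and of sterol excess apart from the splits of the libraries; the others were chosen before.

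The paper does not report how its MA-10 libraries compare with each other. MA-10 replicate 1 was closer to the STARKO1 libraries (Pearson's r across genes between 0.949 and 0.955) than to MA-10 replicates 2 and 3 (0.802 and 0.874). Depth does not account for this, since r with replicate 2 was 0.802 after thinning to the smallest library, and neither do a few abundant genes, since it was 0.787 without the 50 most abundant ones. Across 8515 genes, the difference between replicate 1 and the mean of replicates 2 and 3 followed transcript length (Spearman's rho = 0.364) and GC content (rho = 0.306). The median difference was -0.62 (log2) for the 2131 genes with transcripts of up to 2224 bases and 0.32 for the 2127 genes with transcripts of 4963 bases or more. A difference in RNA integrity or in library preparation may therefore contribute, but the labels give no batch.

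The level of Star goes against a STARKO1 library under the MA-10 label, as it was 26.9 times the STARKO1 mean in MA-10 replicate 1. The other 2 MA-10 libraries had at least as much Star (61.3 and 109 CPM against at most 2.71 CPM in a STARKO1 library), so a swap between the cell lines is not seen for any library. Of 22 genes on in MA-10 replicates 2 and 3 and off in STARKO1, 72.7% were on in replicate 1, a share between the values set for and against a mislabelled library. A mixture with STARKO1 RNA could raise genes that are on in STARKO1 and off in MA-10 replicates 2 and 3, and the 67 such genes reached a median of 49.6% of their STARKO1 level in replicate 1. However, 20 of them stayed under 10 percent of that level, which goes against a mixture of 10 percent or more, and a smaller one would not give such a median. The state of the cultures remains open, since the paper states that steroidogenic activity of MA-10 cells varies over time and no passage number was used here.

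This split bears on the differentially expressed genes. Of the 7995 genes called without MA-10 replicate 1, 65.2% changed in the same direction when MA-10 replicate 1 alone was set against STARKO1, with a median ratio of the log2 differences of 0.134 (0.148 with both as differences of log2 CPM, a check added later), so these calls cannot be told apart from the composition of MA-10 replicates 2 and 3. The 1079 genes called with all libraries are by selection ones without overlap and their direction in replicate 1 is no test. Of these 1079 genes, 994 were also called with GC content offsets, 1000 with gene length offsets and 1060 with the 7SL RNA share as a covariate, so none of these alone accounts for the calls. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many differentially expressed genes, as many higher, as many lower, as many changed at least 2-fold, as many of the lipid droplet and DAG list and as many of the START family, and for each of these results the count is 1 of 4. The other 3 of these splits and the 6 that part 1 pair gave 0 differentially expressed genes. With 4 splits no count lower than 1 is possible, so these counts by themselves cannot decide on chance.

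By chromosome, the 423 tested genes of chromosome 12 had a median log2 fold change of -0.33 (camera, adjusted p = 0.00642 over 20 chromosomes, and 0.0180 with the replicate block) and the 667 of chromosome 8 had 0.18 (adjusted p = 0.0116, and 0.0204 with the block), against a median of -0.05 for all genes. Of the 4 splits, 1 gave as many shifted chromosomes, and the 6 others gave at most 1. MA-10 replicate 1 alone gave a median for chromosome 12 of -0.21 relative to all genes, against -0.28 with all libraries. For chromosome 8 the values were 0.17 and 0.23. Both shifts were thus seen without MA-10 replicates 2 and 3. As this rests on 1 library without an error estimate, the composition of those replicates cannot be excluded as a part of the shifts. With GC content offsets, both chromosomes had an adjusted p of 0.0300, although neither passed the threshold when the block was added (adjusted p = 0.0557 for both); over the fits with the preset inter-gene correlation, the adjusted p of chromosome 12 went from 0.000176 with the 7SL RNA share as a covariate to 0.174 without MA-10 replicate 1. Fewer copies of chromosome 12 in the clone is a hypothesis in line with the 90% of its 10 windows of 10 Mb that lay under the median of all genes. For chromosome 8, 76.9% of 13 windows lay above it. The 488 genes beyond 60 Mb had a median of 0.33 and the 179 before it -0.06, but with MA-10 replicate 1 alone the 2 parts differed by 0.18, which is between the values set for and against a change of copies of that part. Gene copies were not measured, and Star itself lies in the part before 60 Mb.

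The cholesterol synthesis genes were higher in STARKO1 cells, with a median log2 fold change of 0.35 over 24 genes, 20 of them above 0 (camera, adjusted p = 0.00840 over 4 sets, and 0.0127 with the replicate block). The adjusted p was 0.00750 with GC content offsets and 0.00720 with gene length offsets, and went from 0.000443 to 0.108 over the alternatives, of which 17 of 19 were under 0.05. MA-10 replicate 1 alone gave a median of 0.38 above that of all genes, against 0.40 with all libraries. The exceptions were the fit without MA-10 replicate 1, with 0.0817, and the inter-gene correlation estimated from the data, with 0.108, so coordinated variation of these genes between libraries may account for the result. In addition, 2 of the 4 splits and 2 of the 6 that part 1 pair gave a p as small. These included all 3 splits that put MA-10 replicates 1 and 2 with a STARKO1 library, with an unadjusted p between 3.08e-06 and 0.000661, against 0.00210 for the real split. A loss of STAR that leaves excess sterol in the cell would be expected to lower these genes and to raise LXR targets. Lower cholesterol synthesis genes were not seen (median 0.35), but as that result is itself uncertain it is weak evidence against the hypothesis. The 7 LXR targets had a median of 0.09 (adjusted p = 0.222, and 0.281 with the block; 1 of the 4 splits and 0 of the other 6 gave a p as small), with Nr1h3 alone among them called, higher by 0.85 (adjusted p = 0.0262, and 0.100 with the block).

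The steroidogenic set had a median of -0.23 over 31 genes (adjusted p = 0.0724, and 0.116 with the replicate block), a result that did not pass the threshold, although it did with GC content offsets and without MA-10 replicate 3, and 2 of the 4 splits and 2 of the 6 that part 1 pair gave a p as small, among them all 3 that put MA-10 replicates 1 and 2 with a STARKO1 library. With adjustment over all genes, 4 genes of the set were differentially expressed, all lower. Star fell by 5.09, Hsd3b1 by 2.52 (adjusted p = 0.00268), Hsd11b1 by 2.20 and Npc2 by 0.84 on the log2 scale. With adjustment over the set alone, the number of such genes was 11. Not all genes of the set were lower, as 11 of the 31 had a log2 fold change above 0. Cyp11a1 had a log2 fold change of -0.93 (adjusted p = 0.0670) and was called with DESeq2 (adjusted p = 0.00801), with the 7SL RNA share as a covariate (0.0387) and without MA-10 replicate 1 (0.000593), but in none of the other alternatives, where the adjusted p reached 0.235. Hsd3b1 and its paralog Hsd3b6 are similar in sequence, so their counts are uncertain. The p53 target set, examined because Cas9 cleavage and cloning can alter it, had a median of -0.21 over 16 genes (adjusted p = 0.222, and 0.228 with the block; 1 of the 4 splits and 2 of the other 6 gave a p as small). Of the p53 targets, 3 were differentially expressed, all lower, while 6 of the 16 genes had a log2 fold change above 0. The log2 fold changes were -1.82 for Trp53inp1, -2.70 for Eda2r and -1.25 for Rrm2b. Their adjusted p values were 0.0129, 0.0138 and 0.0265 (edgeR's quasi-likelihood test), and 0.0357, 0.0493 and 0.0708 with the block. The share of such genes, 18.8%, did not differ significantly from the 9.02% of the other tested genes (Fisher's exact test, p = 0.171). No biological explanation was tested for these sets.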
